A study of Mus musculus with 16 samples.

How the data were processed

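Bulk RNA sequencing was done on brain tissue of female mice of 9 months of age, in 16 libraries that form 4 groups of 4 by Ch25h genotype (+/+ or -/-) and tau status (Tau- or Tau+). Per the labels' protocols, total RNA was extracted with a column kit and libraries were made with a SMARTer mRNA kit. The deposited table gave 1 count per gene and library, in 54532 table entries, with no normalization by the authors. The aligner, the counting program, the genome build and the use of strand are not stated per the labels, so genes that overlap, lie antisense to each other or share reads with a near-identical copy are reported as uncertain. The values were checked to be whole numbers with a different total in each library. The table held 105 repeated symbols and 28 symbols turned into dates. Replicate numbers follow the order of the records and carry no pairing.

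Depth was 15530352 to 25602500 counts per library, and intervals and detection floors below cover counting error only, since the reads carry no molecular identifiers. A group whose libraries all lay at or under 3 counts for a gene was taken as at the floor, and a fold change against it was computed from that floor as a lower bound. Gene positions, gene types and GC content were taken by symbol from GENCODE M21, which uses the build GRCm38. This annotation held 98.9% of the symbols, and GC content was known for 17598 of the genes tested, or 99.2%.

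Genes were filtered with filterByExpr over the 4 groups, which left 17736 genes and, to 3 digits, 99.9% of the counts of each library. Differences were tested with edgeR 4.0.16 (quasi-likelihood F test, two-sided, TMM normalization) in R 4.3.3, in 1 fit of all 16 libraries with a mean per group, and p-values were adjusted over all genes tested with the Benjamini-Hochberg method at a threshold of 0.05. The comparisons were the tau effect in each Ch25h genotype, Ch25h loss in each tau status, the interaction of both, and the mean effects of tau and of Ch25h loss. CPM values were computed from the counts on TMM-scaled library sizes, or on total counts where stated. Ch25h, Prnp and Mapt were compared in CPM with exact two-sided permutation tests of 4 against 4 libraries, with a Benjamini-Hochberg adjustment over the family.

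Gene lists written before the data were examined were tested with fry from limma 3.58.1 (directional, two-sided), with the adjustment over 9 lists and 5 comparisons, 45 tests in all. The lists were interferon-stimulated, disease-associated microglia, homeostatic microglia, cholesterol synthesis, LXR target, myelin, reactive astrocyte, excitatory synapse and immediate early genes. Apoe is a member of both the disease-associated microglia and the LXR target list. Marker lists of hippocampus, cortex, striatum, thalamus, choroid plexus, blood, the X-inactivation transcript and Y-linked genes were read as values with no test. The score of a list in a library was the mean of log2(CPM + 0.5) over its members. The sign-aligned interaction was the median over the genes past the threshold for the mean tau effect of the interaction log2 fold change, times the sign of the mean tau effect, tested with fry. The mean tau effect is orthogonal to the interaction in a balanced design. The correlation across genes of the tau effect in Ch25h+/+ with Ch25h loss in Tau+ was set against 20 simulations of unchanged groups and was repeated with the shared libraries split into 2 and 2. Genes past the threshold within 10 Mb of Ch25h were counted and compared with the rest by Fisher's exact test, two-sided.

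Genes were named by a rule fixed before the data were examined. Per comparison it took, among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between the groups, the 5 with the largest rise and the 5 with the largest fall. For the interaction and the mean effects the overlap was not used. The rule added Ch25h, Prnp, Mapt and the neighbours of Ch25h (Lipa, Ifit1, Ifit2, Ifit3 and Ifit3b), and 3 members of each list past its threshold. Any other gene is said to be chosen after its values were seen.

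Alternatives chosen before the data were examined were relative log expression size factors, no filter beyond 1 count, a mean of at least 50 counts, DESeq2 1.42.0 (Wald test), limma-voom with quality weights, 1 surrogate variable (sva 3.50.0), a fit of only the 8 libraries compared, camera with a preset correlation of 0.01 or an estimated one, the interferon list without the Ifit genes beside Ch25h, the 500 genes with the smallest p, Spearman's rho, windows of 5 and 20 Mb, CPM on total counts, and leaving out each library in turn. Alternatives chosen after seeing the data were the surrogate variable for the sign-aligned interaction, leaving out libraries for the correlation and the neighbours, a covariate for library class, offsets that remove each library's trend against GC content (loess, span 0.5), counts thinned to the smallest library, a choroid plexus score as a covariate, and the sign-aligned interaction with chromosome 3 genes left out. The library class was rRNA-rich at more than 1000 CPM on total counts of the ribosomal RNA transcript CT010467.1 and rRNA-poor otherwise, a threshold also chosen after seeing the data.

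The tests were tested on simulated data with the real means and library sizes. Of 194 tested genes changed by 1.5 on the log2 scale in the group Ch25h+/+ Tau+ alone, 163 (84.0%) were called for the tau effect in Ch25h+/+ along with 11 unchanged genes while 69.1% were called for the interaction. Other splits of the libraries were counted in full where 35 exist and were otherwise drawn at random up to 100. Sample pairs were compared for duplicate libraries by the chi-square per gene of genes with at least 20 counts, which was 8.36 to 39.8 over the 24 pairs within groups. No library was left out of the primary fit.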

Results

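RNA of mouse brain was sequenced in 16 libraries from female mice of 9 months of age. The labels name frontal cortex as the tissue, and the text of the series names the hippocampus. The libraries formed 4 groups of 4 that combine Ch25h genotype (+/+ or -/-) with tau status (Tau- or Tau+). Ch25h encodes an enzyme that makes an oxysterol from cholesterol, -/- marks animals without it, and Tau+ is read here as carrying a tau transgene. Totals per library were 18613344 to 23323733 counts in Ch25h+/+ Tau-, 15922498 to 24003425 in Ch25h+/+ Tau+, 16265270 to 18235899 in Ch25h-/- Tau- and 15530352 to 25602500 in Ch25h-/- Tau+. Counting error is the only error that these depths state.

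Ch25h (chromosome 19) checks the genotype labels. It was detected in all 8 Ch25h+/+ libraries, at 0.370 ± 0.144 CPM (SD, n = 4) in Tau- and 0.963 ± 0.319 CPM (SD, n = 4) in Tau+. It had 0 counts in all 8 Ch25h-/- libraries, where 3 counts would be 0.117 to 0.195 CPM. Ch25h was therefore at least 5.75-fold lower in Ch25h-/- Tau+ and at least 2.10-fold lower in Ch25h-/- Tau- than in the Ch25h+/+ group of the same tau status. Both differences had the smallest p that an exact two-sided permutation test of 4 against 4 allows, 0.0286, which was 0.0571 after Benjamini-Hochberg adjustment over the 12 tests of this family and did not pass 0.05. The rise of Ch25h with tau in Ch25h+/+ (2.60-fold, no overlap of the libraries) had the same exact permutation p, 0.0286, and its adjusted p across all genes (edgeR quasi-likelihood test, Benjamini-Hochberg) was 0.193. In the edgeR quasi-likelihood test across all genes (Benjamini-Hochberg) Ch25h loss passed for Ch25h in both tau states, with adjusted p of 0.00137 in Tau+ and 0.0320 in Tau-. Both calls were lost with the covariate for library class, and the call in Tau- also with GC-corrected offsets and in 8 of the 16 fits that each left out 1 library, while the tau rise passed with limma-voom alone among the alternatives. Leaving out single libraries moved the differences most, to between -1.06 and -0.872 CPM in Tau+ and between -0.422 and -0.312 CPM in Tau-.

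Prnp (chromosome 2), whose promoter drives some tau transgenes, was read as a check of the tau labels. It rose with tau from 783 ± 41.7 to 1677 ± 182 CPM (SD, n = 4) in Ch25h+/+ and from 756 ± 53.8 to 1620 ± 175 CPM (SD, n = 4) in Ch25h-/-. The log2 fold change was 1.10 in both genotypes, with no overlap of the libraries and an exact permutation p of 0.0286 in each. Mapt (chromosome 11) showed no tau effect past the threshold, with 551 ± 27.8 and 526 ± 43.2 CPM (SD, n = 4) in Ch25h+/+ and 483 ± 29.8 and 513 ± 25.1 CPM (SD, n = 4) in Ch25h-/- (exact permutation p 0.457 and 0.229). Mapt was lower with Ch25h loss in Tau- (exact permutation p 0.0286, or 0.0571 after Benjamini-Hochberg adjustment over the 12 tests).

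**Figure D1:**
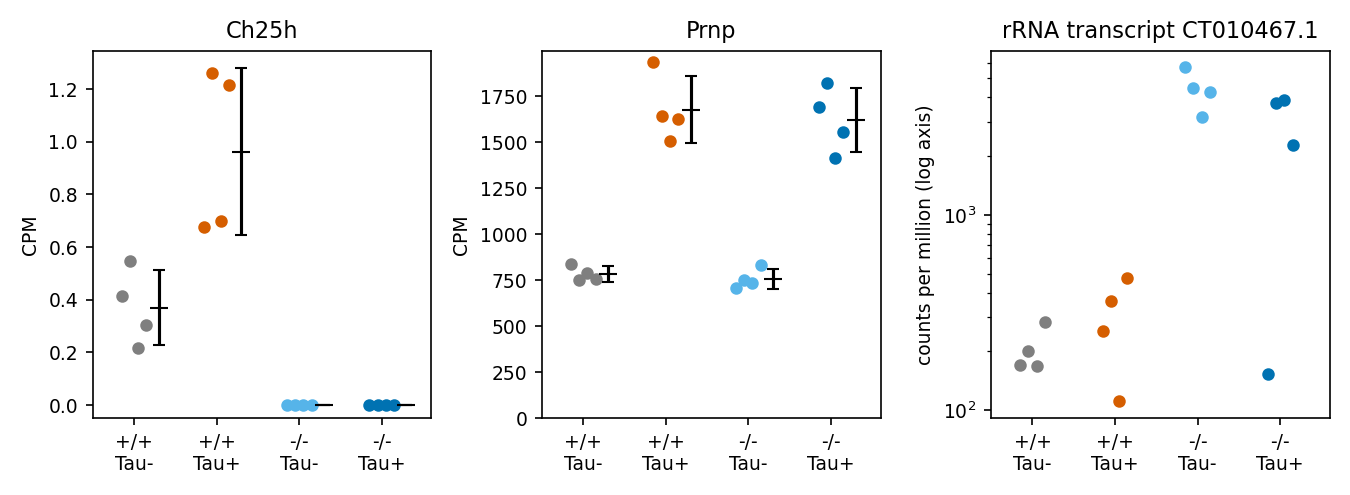
Ch25h and Prnp (CPM) and the ribosomal RNA transcript CT010467.1 (CPM on total counts, log axis) in each of the 16 libraries, with the mean and SD of each group of 4 beside the points of the first 2 panels. Ch25h was 0 in the 8 Ch25h-/- libraries, and 7 of these held 2289 to 5684 CPM of that transcript.

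The libraries also differed in a way that the labels do not name. The transcript CT010467.1, which is ribosomal RNA, took 2289 to 5684 CPM (on total counts) in 7 of the 8 Ch25h-/- libraries and 111 to 475 in the other 9 libraries. Ch25h-/- Tau+ replicate 1 was the only Ch25h-/- library among those 9, with 153. The 7 rRNA-rich libraries also had more Malat1 (392 to 1041 against 167 to 290 CPM on total counts). Relative to each gene's mean over all libraries, their log2 expression ran against GC content. The Pearson correlation of these relative values with GC content across genes was -0.273 to -0.154, against 0.0688 to 0.279 in the other 9. Since the values are relative to that mean, the signs do not give the GC trend of a library by itself. No Ch25h+/+ library was rRNA-rich, so no value for Ch25h loss within the rRNA-rich class could be had, and the value within the rRNA-poor class rests on 1 Ch25h-/- library.

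Xist was read in all 16 libraries at 266 to 1074 CPM, and the Y-linked genes gave at most 1 count in a library. The summed CPM of the cortex markers was 605 to 773 and that of the hippocampus markers 35.2 to 79.1. The striatum markers summed to 232 to 474 CPM, the thalamus markers to 66.7 to 89.8, and the blood markers to 2.32 to 37.7. The choroid plexus markers varied most, from 17.6 to 2819 CPM, of which Ttr gave 7.21 to 2518.

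The tau effect in Ch25h+/+ asks how a tau transgene changes expression where Ch25h is present. Of 17736 genes tested, 277 passed the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg), 261 higher and 16 lower. In 269 of these the 4 Tau+ and 4 Tau- libraries did not overlap, where chance gives a share of 0.0286 for a gene not chosen by its difference. The alternative that moved this count most was limma-voom with quality weights, with 498 genes. Without Ch25h+/+ Tau+ replicate 4 the count was 160, of which 159 were among the 277.

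The largest rises by the naming rule were in Clec7a, Cst7, Itgax, C3 and Cd74. Clec7a rose from 0.100 ± 0.081 to 7.06 ± 2.68 CPM (SD, n = 4; log2 fold change 6.10, standard error 0.68). Cd74 rose from 6.12 ± 1.48 to 91.5 ± 46.1 CPM (SD, n = 4; log2 fold change 3.91, standard error 0.42), and C3 from 0.398 ± 0.333 to 9.91 ± 12.01 CPM (SD, n = 4; log2 fold change 4.56, standard error 0.75), with 1.35 to 27.5 CPM in the 4 Tau+ libraries. The adjusted p of these 5 genes was 4.35e-05 to 0.00209 (edgeR quasi-likelihood test, Benjamini-Hochberg). The largest falls were in Zgrf1 (log2 fold change -1.16, standard error 0.21), Ndst3 (-0.82, 0.15), Capza1 (-0.82, 0.11), Mettl14 (-0.73, 0.14) and Rbpj (-0.72, 0.17), with adjusted p of 0.000319 to 0.0345 in the same test. Of these, Rbpj lost its call in 7 of the 16 fits that each left out 1 library. Zgrf1, Ndst3, Capza1 and Mettl14 lie on chromosome 3, as did 9 of the 16 lower genes, against 5.11% of the genes tested (Fisher's exact test, two-sided, p 1.90e-08, chosen after the genes were seen).

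**Figure D2:**
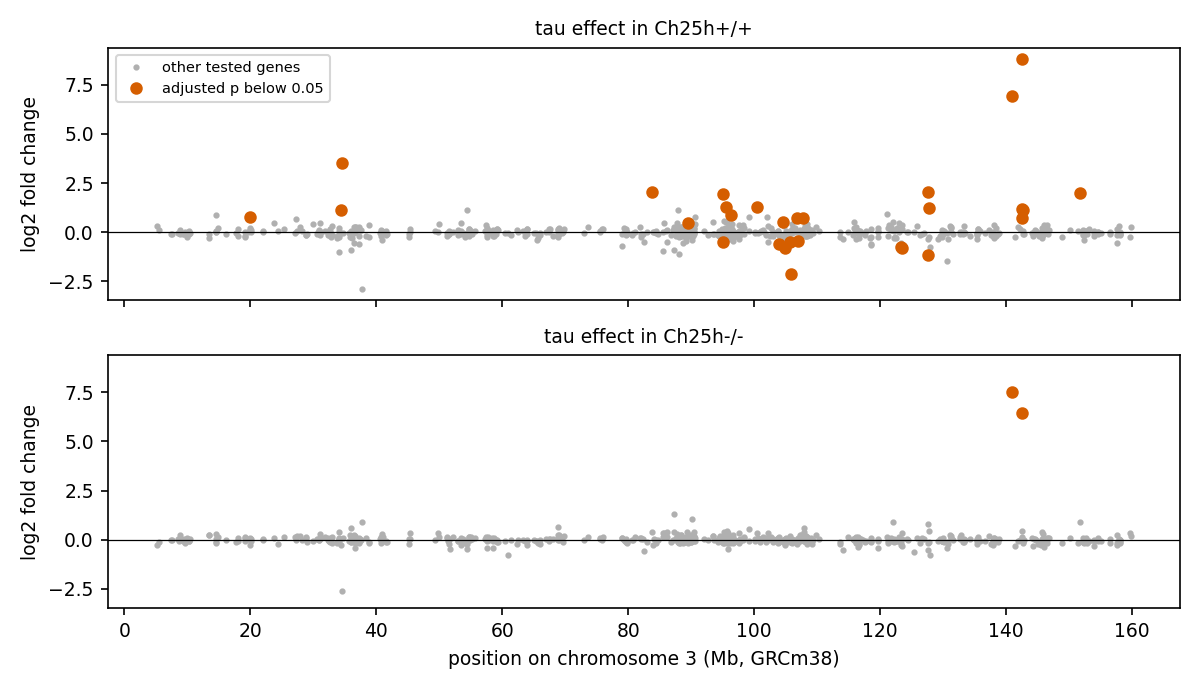
Tau effect (log2 fold change) of tested genes against position on chromosome 3 (Mb, GRCm38), in Ch25h+/+ (upper panel) and Ch25h-/- (lower panel). Genes with a mean log2 CPM of at least 1 or past the threshold are drawn, and filled orange points passed it. The 9 lower genes past it in Ch25h+/+ lie from 95.1 to 128 Mb, and the points for Gbp2b and 4930590L14Rik are fitted values that depend on a prior count, since both were near 0 in Tau-.

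In the gene lists, interferon-stimulated genes rose by a median log2 fold change of 1.44 in Ch25h+/+ (40 of 40 members higher, fry adjusted p 9.86e-05). Disease-associated microglia genes rose by 0.93 (24 of 25 higher, 0.000101) and reactive astrocyte genes by 1.15 (16 of 17 higher, 7.90e-05). Smaller shifts passed in homeostatic microglia genes (0.25, fry adjusted p 0.00592), LXR target genes (0.14, 0.0174) and cholesterol synthesis genes (-0.10, 1 of 24 higher, 0.0359). Myelin genes (0.28, fry adjusted p 0.376), excitatory synapse genes (-0.05, 0.257) and immediate early genes (-0.44, 0.665) did not pass. With the preset correlation of camera all 3 passed (camera adjusted p 0.000114, 0.00486 and 0.0273). Of the interferon-stimulated genes 26 passed over all genes tested and 39 adjusted over the list alone. For the disease-associated microglia genes these counts were 18 and 21, for the reactive astrocyte genes 12 and 16, for the homeostatic microglia genes 3 and 5, for the LXR target genes 1 and 3, and for the cholesterol synthesis genes 0 and 0. The cholesterol synthesis call was lost in 6 of the 16 fits that each left out 1 library. It was also lost with the covariate for library class, where the median stayed at -0.10. Over all 45 list tests 16 passed with fry. Camera with a preset correlation gave 28, which held all 16, and camera with an estimated correlation gave 12, all of them among the 16. The fry calls lost with the estimated correlation were cholesterol synthesis in Ch25h+/+, and homeostatic microglia, cholesterol synthesis and LXR target genes for Ch25h loss in Tau+.

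The tau effect in Ch25h-/- asks the same where Ch25h is absent. It gave 7 genes past the threshold (5 higher, 2 lower), with 652 at an unadjusted p under 0.05. Leaving out genes with a mean under 50 counts gave 2 and no filter gave 28. The 7 genes were Prnp, Lamr1-ps1, Gbp2b, 4930590L14Rik, Gm5900, Gm8210 and Rps27rt, of which all but Prnp, Gm8210 and Rps27rt fall outside the naming rule and were chosen after their values were seen. Lamr1-ps1 had 0 counts in all 8 Tau- libraries and 2.48 ± 0.124 and 2.28 ± 0.219 CPM (SD, n = 4) in the Tau+ groups. Gbp2b and 4930590L14Rik, at 142.6 and 140.95 Mb of chromosome 3, were likewise read in all 8 Tau+ libraries, with at most 1 count in a Tau- library. Lamr1-ps1, Gm5900, Gm8210 and Rps27rt are pseudogenes or copies of ribosomal protein genes that can share reads with other loci, so their values are uncertain. No gene list passed with fry, while camera with the preset correlation passed 6 of the 9, which were the interferon-stimulated, disease-associated microglia, cholesterol synthesis, myelin, reactive astrocyte and immediate early genes. The medians were 0.41 for interferon-stimulated genes (32 of 40 higher, fry adjusted p 0.257), 0.22 for disease-associated microglia genes (0.400), 0.19 for reactive astrocyte genes (0.376), 0.08 for homeostatic microglia genes (0.720), 0.09 for cholesterol synthesis genes (0.257), 0.06 for LXR target genes (0.430), 0.22 for myelin genes (0.442), -0.01 for excitatory synapse genes (0.991) and -0.53 for immediate early genes (0.690). Within the rRNA-rich class, without Ch25h-/- Tau+ replicate 1, the count was again 7, of which 6 were shared.

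The interaction asks whether the tau effect differs between the genotypes. It passed the threshold in 6 genes, all with a lower tau effect in Ch25h-/-, which for Rps27rt had the opposite sign in the genotypes, and 733 genes had an unadjusted p under 0.05. The 6 genes were Cd74 (log2 fold change -3.41, standard error 0.58), Rps27rt (-2.90, 0.44), Lag3 (-1.29, 0.21), C1qa (-1.26, 0.20), Ctss (-1.19, 0.16) and H2-D1 (-0.84, 0.13), with adjusted p of 0.0131 to 0.0405 (edgeR quasi-likelihood test, Benjamini-Hochberg). Rps27rt can share reads with a near-identical gene and is uncertain. Ctss lies on chromosome 3 at 95.5 Mb, within the stretch that holds the genes lower with tau. C1qa was 45.9 ± 5.52 and 117 ± 22.98 CPM (SD, n = 4) in Tau- and Tau+ of Ch25h+/+, and 37.9 ± 3.10 and 40.2 ± 7.74 CPM (SD, n = 4) in Ch25h-/-. The count was 0 without Ch25h-/- Tau+ replicate 3 or replicate 4 (716 and 771 at an unadjusted p under 0.05) and 22 without Ch25h+/+ Tau+ replicate 1, and no filter gave 57.

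Of the gene lists, 4 passed for the interaction. The medians were -1.004 for interferon-stimulated genes (0 of 40 higher, fry adjusted p 0.0120), -0.76 for disease-associated microglia genes (1 of 25 higher, 0.0102), -0.89 for reactive astrocyte genes (1 of 17 higher, 0.00374) and 0.20 for cholesterol synthesis genes (22 of 24 higher, 0.0199). Members past the threshold numbered 0, 0, 1 and 0 over all genes tested, and 15, 17, 10 and 0 adjusted over the list alone. Homeostatic microglia genes (-0.25, fry adjusted p 0.0580), LXR target genes (-0.05, 0.289), myelin genes (-0.03, 0.985), excitatory synapse genes (0.08, 0.400) and immediate early genes (-0.01, 0.991) did not pass. Of these, homeostatic microglia, LXR target and excitatory synapse genes passed with the preset correlation of camera.

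**Figure D3:**
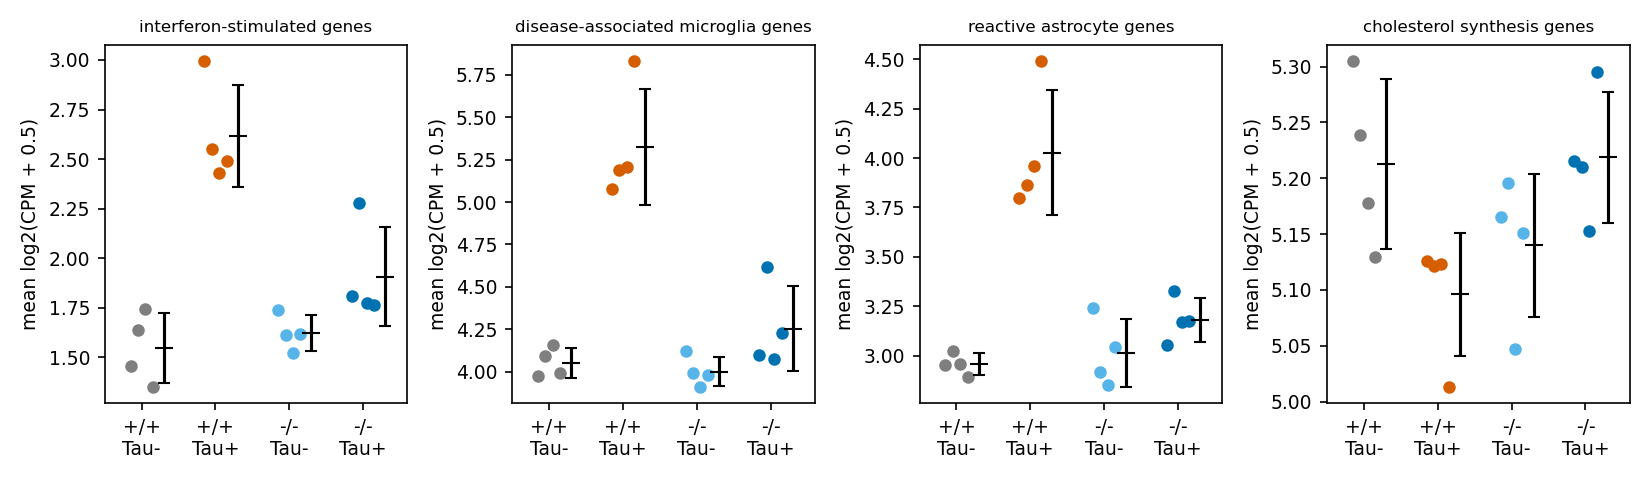
Score of 4 gene lists (mean of log2(CPM + 0.5) over the members) in each library, with the mean and SD of each group of 4. The interferon-stimulated score was 1.55, 2.62, 1.62 and 1.91 in the groups from left to right, and the cholesterol synthesis score 5.21, 5.10, 5.14 and 5.22.

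The mean tau effect passed in 137 genes higher and 15 genes lower. Over these genes the sign-aligned interaction had a median of -0.75, with 139 genes against the tau effect (fry p 3.78e-05). The alternative that moved it most was the 500 genes with the smallest p, at -0.37 (fry p 0.000473). It ranged from -0.90 to -0.51 over the 16 fits that each left out 1 library (fry p 1.50e-05 to 0.00199). Of the 277 genes past the threshold in Ch25h+/+, 221 had the same direction in Ch25h-/- and 275 a smaller effect, with a median of 0.16 in the direction of the tau effect against 1.08, a comparison that the choice of genes by their effect in Ch25h+/+ favours.

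**Figure D4:**
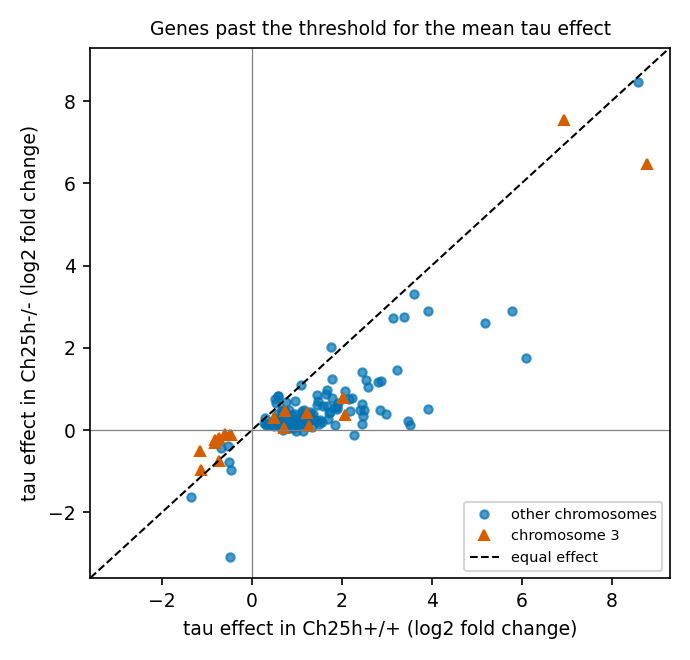
Tau effect in Ch25h-/- against that in Ch25h+/+ (log2 fold change) for the genes past the threshold for the mean tau effect, with chromosome 3 genes as triangles and a dashed line of equal effects. Most points lie between that line and 0 in Ch25h-/-, and the 3 points above 6 on both axes (Lamr1-ps1, Gbp2b and 4930590L14Rik) are fitted values of genes near 0 in Tau-.

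Ch25h loss in Tau+ asks how the absence of Ch25h changes expression beside the transgene. It passed the threshold in 629 genes, 203 higher and 426 lower, with a median absolute log2 fold change of 0.51. Of these, 507 had no overlap of the libraries. The chance share of 0.0286 holds for a gene not chosen by its difference, and these genes were chosen by it. Limma-voom gave 1883 genes and the covariate for library class gave 10. The count was 1691 without Ch25h-/- Tau+ replicate 1 and 108 without Ch25h+/+ Tau+ replicate 4. By the rule, the largest falls were in C3 (log2 fold change -4.45, standard error 0.76), Itgax (-3.44, 0.57), H2-Aa (-3.16, 0.47), Clec7a (-3.12, 0.52) and Cd74 (-3.08, 0.40), with adjusted p of 0.000482 to 0.00427 (edgeR quasi-likelihood test, Benjamini-Hochberg). The largest rises were in Malat1 (1.42, 0.28), mt-Tc (1.16, 0.21), Gm43622 (1.08, 0.27), Zfp85os (1.05, 0.20) and Pdzd7 (1.03, 0.21), of which Malat1, Gm43622 and Pdzd7 each lost the call in at least 1 fit that left out a library, and mt-Tc, Zfp85os and Gm43622 in the fit of only the 8 libraries compared. With the covariate for library class all 10 of these genes lost the call. Of the rises, Malat1 fell to 0.25 and mt-Tc to 0.28 while Pdzd7 was 1.49. Pdzd7 and Malat1 lie on chromosome 19, as does Ch25h, and DNA linked to the allele was not tested for them. The falls were larger, with C3 at -4.96, Itgax at -4.55, H2-Aa at -4.33, Clec7a at -4.16 and Cd74 at -4.01.

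The lists that passed for Ch25h loss in Tau+ were interferon-stimulated (median -0.97, 1 of 40 higher, fry adjusted p 0.00137), disease-associated microglia (-0.99, 0 of 25 higher, 0.000150), reactive astrocyte (-0.71, 1 of 17 higher, 0.000154), homeostatic microglia (-0.18, 0.0150), LXR target (-0.13, 0.0292) and cholesterol synthesis genes (0.14, 17 of 24 higher, 0.0292). Members past the threshold numbered 14, 18, 7, 5, 2 and 2 over all genes tested and 31, 22, 12, 5, 2 and 11 adjusted over the list alone. The homeostatic microglia call was lost without Ch25h-/- Tau+ replicate 1, and the LXR target and cholesterol synthesis calls were lost with the covariate for library class. The LXR target call was also lost with GC-corrected offsets. Myelin genes (-0.16, fry adjusted p 0.665), excitatory synapse genes (0.09, 0.279) and immediate early genes (-0.24, 0.707) did not pass. Of the LXR targets Apoe had the smallest p (log2 fold change -0.84, standard error 0.12), and of the cholesterol synthesis genes Idi1 (0.49, 0.10). Both lost the call with library class, and Idi1 also with GC-corrected offsets and in the fit of only the 8 libraries. Apoe is also a member of the disease-associated microglia list, so the LXR target list is not separate evidence from that list. Of the Ch25h neighbours, Ifit3 fell from 20.7 ± 8.37 to 8.68 ± 3.98 CPM (SD, n = 4) and Ifit3b from 9.37 ± 3.02 to 4.84 ± 1.86, with adjusted p of 0.0282 and 0.0391 (edgeR quasi-likelihood test, Benjamini-Hochberg), and Lipa, Ifit1 and Ifit2 did not pass. The Ifit3 and Ifit3b calls were lost in the fit of only the 8 libraries, with library class and in 4 of the 16 fits that each left out 1 library.

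Across the 17736 genes the tau effect in Ch25h+/+ and Ch25h loss in Tau+ had a Pearson correlation of -0.553 and a Spearman correlation of -0.465. Genes are not independent replicates, and both comparisons share the Ch25h+/+ Tau+ libraries. Simulated unchanged groups gave a Pearson correlation of -0.496 (-0.527 to -0.454) and a Spearman correlation of -0.455 on average, near the observed Spearman value, while the observed Pearson value lay outside the simulated range. With the shared group split into 2 and 2 the correlation was -0.242 on average over 6 splits (-0.360 to -0.125), where unchanged groups gave -0.006. The simulations drew each gene on its own, with no shift shared by many genes of a library. Their ranges may thus be too narrow to judge the observed values. Both comparisons called 168 genes in common, all of them in opposite directions. The shared libraries enter the comparisons with opposite sign, which alone favours opposite directions. No such count is given for unchanged groups, so no conclusion is drawn from it.

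Ch25h loss in Tau- asks what the absence of Ch25h does without the transgene. It passed in 182 genes, 38 higher and 144 lower, of which 180 had no overlap of the libraries. The chance share of 0.0286 holds for a gene not chosen by its difference, and these genes were chosen by it. Limma-voom gave 1388 genes and the covariate for library class gave 0, with 390 at an unadjusted p under 0.05. The count ran from 3 without Ch25h+/+ Tau- replicate 1 to 1306 without Ch25h+/+ Tau+ replicate 1, a library outside the comparison that enters through the shared spread. The largest rises were in CT010467.1 (log2 fold change 4.404, standard error 0.65), Rn7sk (3.71, 0.70), 9530059O14Rik (3.61, 0.54), Gm6807 (1.92, 0.38) and Malat1 (1.64, 0.28), with adjusted p of 0.0113 to 0.0320 (edgeR quasi-likelihood test, Benjamini-Hochberg). With the covariate for library class the first 4 no longer rose, at -0.0265, -0.723, -0.0148 and -0.517. The class is defined by CT010467.1, so the loss of its own rise follows from that definition. The largest falls were in Pyroxd2 (-2.37, 0.24, adjusted p 0.000152 in the same edgeR test), Tpi-rs11, Gm10073, CAAA01147332.1 and Gm5854, of which Tpi-rs11 and Gm5854 are processed pseudogenes and uncertain. Pyroxd2, on chromosome 19 as is Ch25h, was 7.83 ± 2.58 and 9.69 ± 1.16 CPM (SD, n = 4) in the Ch25h+/+ groups and 1.51 ± 0.273 and 2.14 ± 0.475 in the Ch25h-/- groups. No list passed. The medians ran from -0.27 for immediate early genes (fry adjusted p 0.707) to 0.11 for interferon-stimulated genes (0.707), with -0.11 for cholesterol synthesis genes (0.294), -0.10 for disease-associated microglia genes (0.720), 0.11 for reactive astrocyte genes (0.991), 0.03 for homeostatic microglia genes (0.991), -0.01 for LXR target genes (0.665), -0.17 for myelin genes (0.707) and 0.04 for excitatory synapse genes (0.985).

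The mean Ch25h loss effect passed in 3603 genes, 1694 higher and 1909 lower, with a median absolute log2 fold change of 0.30. The covariate for library class gave 0 genes, with 511 at an unadjusted p under 0.05, and offsets corrected for GC content gave 763. The largest rises were in CT010467.1, Rn7sk, 9530059O14Rik, Gm6807 and Malat1, and the largest falls in Gm43305, Srp54a, Pyroxd2, Itgax and Gm4735, of which Gm43305, Srp54a and Gm4735 are pseudogene-like or duplicated loci and uncertain. Within 10 Mb of Ch25h 36 of 142 genes passed, against 3552 of 17462 elsewhere (odds ratio 1.33, Fisher's exact test, two-sided, p 0.143). Windows of 5 and 20 Mb gave odds ratios of 1.81 (p 0.0465) and 1.44 (p 0.0123). With the 10 Mb window the odds ratio was 2.07 (p 0.0364) for Ch25h loss in Tau+ and 2.10 (p 0.180) for Ch25h loss in Tau-, in the same Fisher's exact test with no adjustment. Windows of 5 and 20 Mb gave 2.05 (p 0.145) and 1.94 (p 0.0156) in Tau+, and 0 (p 1, 0 of 57 genes) and 3.19 (p 0.00519) in Tau-.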

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

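The tests of GC content as the cause of the Ch25h loss calls, of rRNA content in the Ch25h loss calls, of rRNA content that shrinks the tau response, of DNA beside Ch25h, of Prnp, of a separate cohort and of chromosome 3 were chosen only after the result was seen, while the tests of rRNA content as a shift, GC content, depth and choroid plexus on the tau response were chosen after the data were seen but before their own results.

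The tau response differed between the Ch25h genotypes. The sign-aligned interaction was -0.75 over the genes past the threshold for the mean tau effect, and the interaction passed for interferon-stimulated genes (-1.004), disease-associated microglia genes (-0.76), reactive astrocyte genes (-0.89) and, in the other direction, cholesterol synthesis genes (0.20). It also passed for 6 genes, Cd74 (-3.41), Rps27rt (-2.90), Lag3 (-1.29), C1qa (-1.26), Ctss (-1.19) and H2-D1 (-0.84). Of these genes Cd74, Rps27rt, Lag3 and H2-D1 lost the call with the covariate for library class. Cd74 and Lag3 lost it with GC-corrected offsets, and Lag3 with limma-voom. The following thus holds for the genes as a set and not for each call. The tables argue against several technical causes of this smaller response. Without Ch25h-/- Tau+ replicate 1 each tau effect lies within 1 class of library, and the sign-aligned interaction was -0.72, which argues against a shift by library class that is alike in Tau- and Tau+ libraries. In that fit class equals genotype, so a class that shrinks the tau response is not excluded. The sign-aligned interaction was -0.78 with each library's GC trend removed, -0.75 after thinning to the smallest library and -0.72 with the choroid plexus score as a covariate, where shifts of expression from these causes alone would bring it to 0. Leaving out any 1 library gave a fry p of at most 0.00199. The interaction of Prnp was 0.000108 (standard error 0.129), so a lower level of a transgene that adds reads to Prnp is argued against, though Prnp does not measure tau protein. For Rps27rt, where the tau effects had opposite signs, reads shared with a near-identical gene stay open and were not tested.

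Of the 100 splits of the tau labels within each genotype, 3 gave as small a fry p for the sign-aligned interaction (each on as many genes as the real split, those with the smallest p for its own mean tau effect), 4 gave as many interaction genes and 3 gave as many lists (adjusted over the 9 lists), the real split included. The 3 others that gave at least 100 interaction genes kept the tau labels of all 8 Ch25h+/+ libraries, so these counts rest on the labels of Ch25h+/+ and do not rank the labels of Ch25h-/-.

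What stays open is a difference between the Ch25h+/+ and Ch25h-/- animals other than Ch25h itself. Of the 8 Ch25h-/- libraries, 7 were rRNA-rich against 0 of the 8 Ch25h+/+ libraries, which may reflect a separate cohort or handling, and this cannot be told apart from genotype because no Ch25h+/+ library was rRNA-rich. For the same reason an rRNA content that shrinks the tau response cannot be told apart from genotype. Over the 277 genes called for tau in Ch25h+/+, the rRNA-rich libraries of Ch25h-/- Tau+ lay 0.0862 (log2, aligned to the tau effect) above the rRNA-poor one, not below it as shrinking needs, but 1 library decides neither and a shift by class adds to this value. DNA on chromosome 3 is another candidate. For 4 of the 9 chromosome 3 genes lower with tau in Ch25h+/+, every Ch25h-/- Tau+ library lay above every Ch25h+/+ Tau+ library (chance gives 1.43% of genes for 1 direction, for genes not chosen by their values). In Ch25h-/- all 9 were also lower with tau by fold change (median -0.15 against -0.73), but for 0 of the 9 did the Tau+ libraries all lie below the Tau- libraries. Gbp2b and 4930590L14Rik, on the same chromosome, were read in all 8 Tau+ libraries of both genotypes, so their presence did not separate the genotypes. The level of Gbp2b did, at 2.28 to 3.16 CPM in Ch25h+/+ Tau+ and 1.06 to 2.21 CPM in Ch25h-/- Tau+. The libraries overlapped for 4930590L14Rik (0.673 to 1.12 and 1.06 to 1.29 CPM). The Tau+ animals could still differ in part of this chromosome, which is confounded with genotype in these groups. Such DNA might alter the response of genes elsewhere, and this cannot be told apart from an effect of Ch25h loss. The chromosome 3 genes alone do not carry the pattern, since without them the sign-aligned interaction was -0.77 (fry p 6.50e-05). An effect of Ch25h loss on the tau response is thus a hypothesis that these groups leave beside cohort, library class and linked DNA.

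Single libraries stood apart from the rest of their group in 5 of 115 groups of values, where chance gives 5.75, so no pattern is claimed from them. The correlation of relative expression with GC content was 0.0919 in Ch25h-/- Tau+ replicate 1, against -0.273 to -0.211 in the others, which goes with its low rRNA content. Of the genes called for Ch25h loss in Tau-, 95.6% differed the same way between this library and the rRNA-rich libraries of its group. Lag3 was 11.3 CPM in Ch25h+/+ Tau- replicate 1 against 8.59 to 8.75. The interferon-stimulated score was 2.28 in Ch25h-/- Tau+ replicate 2 against 1.76 to 1.81. The cholesterol synthesis score was 5.01 in Ch25h+/+ Tau+ replicate 4 against 5.12 to 5.13. The Y-linked score was -0.96 in Ch25h-/- Tau- replicate 4 against -1 in the others, which is 1 count of Ddx3y. No biological explanation was tested for these 5 values.

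Other splits of the 8 libraries compared were counted for each comparison. The real split alone gave as many genes for the tau effect in Ch25h+/+, the tau effect in Ch25h-/-, Ch25h loss in Tau+ and Ch25h loss in Tau- (1 of the 35 splits each), and as many lists for the tau effect in Ch25h+/+ and Ch25h loss in Tau+ (1 of the 35 splits each). For the tau effect in Ch25h-/- and Ch25h loss in Tau-, where no list passed, 35 of the 35 splits gave as many lists. The mean tau effect and the mean Ch25h loss effect were each matched in 1 of the 100 splits.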

How the results depend on the processing

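The alternatives tried on each result are named with the methods, and those chosen after the data were seen are the library class, GC content, thinning, choroid plexus and chromosome 3 alternatives, the surrogate variable for the sign-aligned interaction, and leaving out libraries for the correlation and the neighbours. No paired analysis was possible because the replicate numbers only follow the order of the records and the count columns carry none. Where a count moved, the cause was not tested unless a test is given.

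Among the settings that kept all libraries, DESeq2 moved the most counts. It gave 424 genes for the tau effect in Ch25h+/+, 14 for that in Ch25h-/-, 1494 for Ch25h loss in Tau+, 1124 for Ch25h loss in Tau-, 55 for the interaction and 292 for the mean tau effect. Limma-voom with quality weights gave 498 genes for the tau effect in Ch25h+/+, 1883 for Ch25h loss in Tau+, 1388 for Ch25h loss in Tau- and 257 for the mean tau effect. Without a filter beyond 1 count, 28 genes passed for the tau effect in Ch25h-/-, 522 for Ch25h loss in Tau-, 57 for the interaction and 319 for the mean tau effect. A mean of at least 50 counts left 2 for the tau effect in Ch25h-/-. Fits of only the 8 libraries compared gave 106 for Ch25h loss in Tau+ and 1229 for Ch25h loss in Tau-. The interaction had 11 genes with 1 surrogate variable and 11 with the choroid plexus score. Camera with the preset correlation passed 28 lists.

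The library class covariate, whose value for Ch25h loss rests on 1 library, left 10 genes for Ch25h loss in Tau+, 3 for the interaction, 0 for Ch25h loss in Tau- (390 at an unadjusted p under 0.05) and 0 for the mean Ch25h loss effect (511). GC-corrected offsets left 2.0e+02, which were 30 higher and 174 lower, for Ch25h loss in Tau+ (203 and 426 before), 13, 5 higher and 8 lower, for Ch25h loss in Tau- (38 and 144 before), and 763, 274 higher and 489 lower, for the mean Ch25h loss effect (1694 and 1909 before). The correlation across genes was -0.242 with the shared group split and -0.465 as Spearman's rho. Neighbours of Ch25h passed with windows of 5 Mb (odds ratio 1.81) and 20 Mb (1.44).

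Several directions reversed. The Prnp interaction was -0.00552 with DESeq2, -0.0133 with GC-corrected offsets, -0.00394 after thinning, -0.0212 with library class, -0.0180 with a mean of at least 50 counts, -0.000612 without a filter and -0.00555 with relative log expression size factors. With GC-corrected offsets Ifit1 (-0.0107), Ifit2 (-0.0190) and LXR target genes (0.000620) for Ch25h loss in Tau-, Lipa for mean Ch25h loss (-0.0711) and Mapt for Ch25h loss in Tau+ (0.0164) reversed. Thinning reversed Ifit2 for mean Ch25h loss (0.00730) and limma-voom Ifit1 for Ch25h loss in Tau- (-0.0175). With library class, for Ch25h loss in Tau- and the mean Ch25h loss effect, 9530059O14Rik was -0.0148 and -0.235, CT010467.1 -0.0265 and -0.491, Gm6807 -0.517 and -0.303, Rn7sk -0.723 and -0.779, Lipa -0.0921 and -0.217 and Prnp 0.0336 and 0.0230. It also reversed Ifit1 (-0.364), Ifit2 (-0.312), homeostatic microglia (-0.0999), immediate early (0.718), interferon-stimulated (-0.0283), myelin (0.133) and reactive astrocyte genes (-0.0931) for Ch25h loss in Tau-, Mapt (0.0644), Prnp (0.0124) and immediate early genes (0.287) for Ch25h loss in Tau+, Mapt for mean Ch25h loss (0.00521) and Mapt for the mean tau effect (-0.00842).

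Each library was left out in turn in 16 fits. The tau effect in Ch25h+/+ ran from 160 genes (without Ch25h+/+ Tau+ replicate 4) to 299, and that in Ch25h-/- from 6 to 13 (without Ch25h-/- Tau- replicate 4). Ch25h loss in Tau+ ran from 108 (without Ch25h+/+ Tau+ replicate 4) to 1691 (without Ch25h-/- Tau+ replicate 1), and Ch25h loss in Tau- from 3 (without Ch25h+/+ Tau- replicate 1) to 1306 (without Ch25h+/+ Tau+ replicate 1). The interaction ran from 0 (without Ch25h-/- Tau+ replicate 3 or 4, with 716 and 771 at an unadjusted p under 0.05) to 22 (without Ch25h+/+ Tau+ replicate 1). The mean tau effect ran from 107 to 233 (without Ch25h-/- Tau- replicate 1) and the mean Ch25h loss effect from 2436 to 4226. Lists past the threshold ran from 13 to 18, the sign-aligned interaction from -0.90 to -0.51, the correlation from -0.625 to -0.468 and the neighbour odds ratio from 1.18 to 1.52. The difference in Ch25h ran from -1.06 to -0.872 CPM in Tau+ and from -0.422 to -0.312 CPM in Tau-. That in Prnp ran from 813 to 952 CPM in Ch25h+/+ and from 790.1 to 924 in Ch25h-/-, and that in Mapt from -37.0 to -3.61 and from 14.6 to 39.7.

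Over these fits, 44 values of single genes and lists were reversed. Their ranges were -0.0740 to 0.0635 for the Prnp interaction, -0.126 to 0.0194 for Prnp with Ch25h loss in Tau+, -0.00916 to 0.0358 for Mapt and -0.0176 to 0.0928 for Lipa with mean tau, -0.0122 to 0.161 for Ifit2 with tau in Ch25h-/- and -0.0730 to 0.0137 with mean Ch25h loss. Tau in Ch25h-/- gave -0.0200 to 0.00471 for excitatory synapse genes. Ch25h loss in Tau- gave -0.206 to 0.282 for Ifit1, -0.00517 to 0.346 for Ifit3, -0.131 to 0.0174 for disease-associated microglia, -0.0611 to 0.0273 for LXR target, -0.0311 to 0.160 for reactive astrocyte, -0.00403 to 0.0571 for excitatory synapse and -0.462 to 0.0570 for immediate early genes. Immediate early genes ran from -0.613 to 0.0227 for Ch25h loss in Tau+ and from -0.395 to 0.310 for the interaction, and myelin genes from -0.166 to 0.110 for the interaction. Among other single genes and lists, leaving out a library took away 209 calls, added 25 and moved 73 counts, library class took away 54 calls, and GC-corrected offsets took away 19 and added 1. A lost call is not always a smaller effect.

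Of the 6 interaction genes, the call was lost in 13 of the 16 fits for Cd74, 11 for Lag3, 7 for C1qa, 3 for H2-D1, 2 for Ctss and 2 for Rps27rt. With library class Cd74, Rps27rt, Lag3 and H2-D1 lost it, and with GC-corrected offsets Cd74 and Lag3. Lag3 also lost the call with limma-voom (-1.34). With all libraries kept, the sign-aligned alternatives ran from -0.37 with the 500 genes to -0.78 with GC-corrected offsets, including -0.71 with library class, and all were negative, as were the 16 fits that left out a library.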

Other observations

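Every test in this part was chosen only after the result was seen, except that of library depth, which was chosen after the data were seen but before its own result.

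For the mean effects, Ch25h loss moved more genes past the threshold than tau did (3603, against 137 higher and 15 lower). In the single comparisons Ch25h loss called 629 genes in Tau+ and 182 in Tau-. Tau called 277 in Ch25h+/+ and 7 in Ch25h-/-. In the primary fit the 277 exceeded the count for Ch25h loss in Tau-, but this depended on the setting. DESeq2 (424 against 1124) and limma-voom (498 against 1388) gave fewer genes for tau in Ch25h+/+ than for Ch25h loss in Tau-. More genes for tau remained with 1 surrogate variable (296 against 232), thinning (246 against 185) and GC-corrected offsets (292 against 13). The tables argue against some whole causes. Thinning all libraries to the smallest total left 3467 genes, which argues against depth, and removing each library's GC trend left 763, which is far fewer but above the count for tau. Only 36 of the genes lay within 10 Mb of Ch25h, so genes beside the allele do not make up the count. This count cannot exclude linked DNA that reaches further or that alters genes elsewhere. The order of the mean effects was not kept with the covariate for library class, where the value for Ch25h loss rests on 1 Ch25h-/- library. That fit cannot tell class from genotype, so library class stays open as a cause. Of the 182 genes called for Ch25h loss in Tau-, 95.6% differed the same way between the rRNA-rich libraries and the rRNA-poor library of Ch25h-/- Tau+, which share no library with that comparison and have 1 genotype. This is consistent with ribosomal RNA content, or what goes with it in library preparation, as a candidate cause. However, 83.5% of the genes also differed the same way between that rRNA-poor Ch25h-/- library and the Ch25h+/+ Tau+ libraries, with a smaller median (0.13 against 0.25 on the log2 scale). This does not separate the causes, since both shares rest on that library, and its correlation with GC content (0.0919) was also below that of 3 of the 4 Ch25h+/+ Tau+ libraries (0.128 to 0.279). A biological effect of Ch25h loss stays open, and how many genes it moves was not settled.

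The genes lower with tau in Ch25h+/+ were concentrated on chromosome 3 (9 of 16, Fisher's exact p 1.90e-08), while 20 of the 261 higher genes lay there (p 0.0651). The number of lower genes depended on the setting, with 41 for DESeq2, 43 for limma-voom, 29 without a filter and 9 for only the 8 libraries compared. The chromosome 3 share is given for the 16 alone. Linked DNA of another strain may explain the falls. Their median was -0.73 in Ch25h+/+ and -0.15 in Ch25h-/-, where all 9 were also lower by fold change, and the difference in size between the genotypes stays open. Phtf1, chosen after its values were seen, was 46.0 ± 2.37 and 30.6 ± 1.03 CPM (SD, n = 4) in Tau- and Tau+ of Ch25h+/+, and 46.4 ± 2.57 and 43.1 ± 2.65 in Ch25h-/-. Capza1 was 23.2 ± 1.59 and 13.1 ± 1.69 CPM, and 26.0 ± 3.74 and 21.9 ± 1.26 CPM. For Zgrf1, Ch25h-/- Tau+ replicate 2 had 2.27 CPM, near the 2.48 to 2.80 of Ch25h+/+ Tau+, and the other 3 libraries of its group had 4.77 to 4.97. The reads were not analysed for strain variants here, and a response of these genes to tau that needs Ch25h stays open as untested.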
